A study of Mus musculus with 15 samples.

How the data were processed

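Skeletal muscle of 15 male mice aged 2 months was profiled by RNA sequencing of poly(A) RNA with a strand-preserving library kit, per the labels' protocols. There were 5 wild-type controls, 5 mice labelled as lacking Pdgfrb in myogenin-expressing cells (knockout) and 5 labelled as carrying a constitutively active Pdgfrb allele, D489V, in the same cells. Groups and replicate numbers were taken from the labels, which give no muscle, batch, strain or litter.

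The deposited values are a score: gene counts that the authors normalized and rounded to whole numbers, per the name the authors gave the tables. The aligner, counting tool, genome build and normalization method are not stated in the labels or file headers. There were 2 deposited tables, each holding the controls and one other group, with 55536 genes. The 5 control columns were identical in both. The median ratio of each sample to the geometric mean of all 15 samples lay between 1.0069 and 1.0097, so the tables were on one scale and the knockout and D489V samples could be compared directly. That direct comparison depended on this check and was added after the values had been seen.

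All 55536 gene identifiers matched GENCODE release M21 on GRCm38, which gave names, coordinates and biotypes. In the table with the D489V samples, 27 gene names had become dates, and names were taken from the annotation. Rounding leaves gaps and doubled whole numbers in each column, from which the scale factor of each sample was estimated. The estimated reads assigned to genes were lowest in controls, at 25700000 to 33700000, against 26600000 to 37100000 in knockout and 33200000 to 39600000 in D489V samples. Whole reads could not be recovered in the 8 samples with an estimated factor below 1, so tests on read counts were not run. No samples looked like one library used again, since Spearman correlations between samples lay between 0.951 and 0.993.

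Each comparison of 5 against 5 samples was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, two-sided) on log2(value + 1), for genes with a value of 10 or more in at least 5 of the 10 samples. Fold changes are on that scale, which understates the changes of low genes. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Exact two-sided permutation tests of 5 against 5 samples cannot give a p below 0.0079. Of 30 gene lists for cell types and functions, the 29 with at least 5 tested genes were tested with camera at a preset correlation of 0.01 and a variance trend, and with fry. The changes of both mutant groups against the shared controls were compared with 1000 simulations of unchanged groups. The text names Pdgfrb and, of the called genes whose groups do not overlap and whose mean is 50 or more, the 5 with the greatest rise and the 5 with the greatest fall, with at most 5 called members per list. As a departure from this rule, the called list members in knockout against D489V are not named, apart from Pdgfrb and Ccn1. The groups, tests, lists, naming rule and the alternatives were fixed before the data were examined, except where stated. The plan did not name a variance trend for camera itself. A trend was used because the plan named one for eBayes, after an early exploratory run without it.

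On simulated data with 200 changed genes, 192 were tested and 147 of these (76.6%) were recovered, with 3 unchanged genes called among 15342 tested. The changes were 1 or 2 on the log2 scale, of which 63.5% and 89.6% were recovered, and noise was drawn separately for each gene. Smaller changes and differences shared by many genes were not simulated, so these shares do not give the power in the real data. The alternatives changed the pseudocount, the filter, the scaling, the variance model and the sample weights, added the replicate number as a block, and left out each replicate. Covariates for lymphocyte, slow fibre, adipocyte and posterior Hox scores, and removal of GC content and transcript length trends, were chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for preparation and plots.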

Results

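The data comprised normalized read counts of muscle RNA from 5 control, 5 knockout and 5 D489V mice. The sum of normalized counts was 29815559 to 36489777 per sample, and 20799 to 23783 genes had a value above 0. The comparisons asked how loss and labelled activation of Pdgfrb, the gene of a receptor for platelet-derived growth factor, in myogenin-expressing cells changed the muscle transcriptome. The first and second principal components over 15807 genes held 31.8% and 18.4% of the variance, and controls 1 and 5 lay at -48.4 and 51 on the first, so that the controls alone spanned most of it.

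Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061, plus strand, protein-coding) was read in every sample. Its normalized count was 1754 ± 72.9 (SD, n = 5) in controls, where the samples held 1848, 1673, 1720, 1716 and 1811. It was 1308 ± 266 (SD, n = 5) in knockout, with samples at 1475, 1628, 1138, 1339 and 958. It was 906 ± 106 (SD, n = 5) in D489V, with samples at 820, 828, 1062, 849 and 970. Every knockout and every D489V sample lay below every control. The log2 change in knockout was -0.45 with a standard error of 0.13, with an adjusted p of 0.294 in limma and an exact permutation p of 0.00794, the smallest possible. It therefore did not pass the correction over all genes. In D489V it was -0.96 with a standard error of 0.0897 and a limma adjusted p of 0.00168. The samples labelled as carrying the active allele thus had less Pdgfrb RNA than those labelled knockout, by 0.51 on the log2 scale (limma adjusted p 0.0258), although these 2 groups overlapped.

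**Figure D1:**
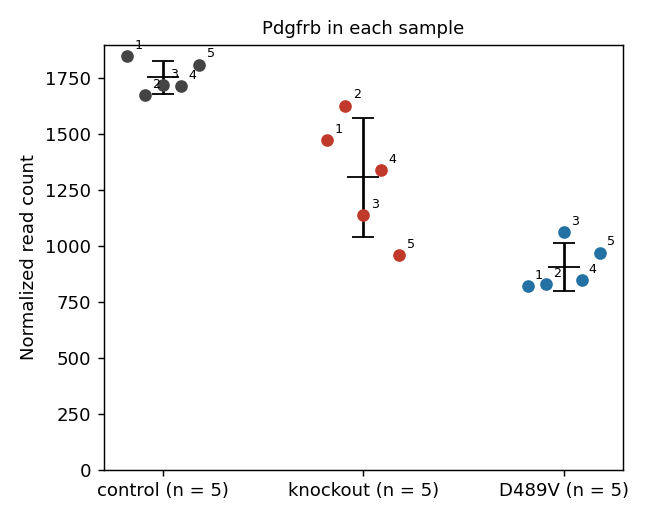
Normalized read count of Pdgfrb (vertical axis, from 0) in each sample of the 3 groups, with replicate numbers beside the points and bars for the mean and SD of 5 samples. All knockout and D489V samples lie below the lowest control, at 1673.

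Of 15234 genes tested in knockout against control, 1 passed the threshold, while 2296 had an unadjusted p under 0.05 against 762 by chance. The gene was Pttg1 (ENSMUSG00000020415, chromosome 11, 43420250 to 43426251, minus strand, protein-coding). Its normalized count was 815 ± 349 (SD, n = 5) in controls and 64 ± 22.6 (SD, n = 5) in knockout, a log2 change of -3.61 with a standard error of 0.29 (limma adjusted p 5.95e-04). Every knockout sample, at 43 to 102, lay below every control, at 538 to 1294. The count moved most with the slow fibre score as a covariate, to 16 genes, a setting chosen after seeing the data. Groups did not overlap for 342 genes, 2.24% of those tested, against 0.79% by chance. These chance values are averages and give no spread for genes that vary together. Neither excess was set against other divisions of the samples, so neither shows a genotype effect. Knockout replicate 3, from a mouse labelled male, held 3165 normalized counts of Xist, against at most 101 in any other sample. Without it, 2 genes passed.

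Of 15339 genes tested in D489V against control, 9 passed the threshold, 4 higher and 5 lower, while 1447 had an unadjusted p under 0.05 against 767 by chance. Groups did not overlap for 331 genes, 2.16% against 0.79% by chance. As for the knockout, neither excess was set against other divisions of the samples, so neither shows a genotype effect. Of the genes meeting the naming rule, 3 rose and 3 besides Pdgfrb fell. Gm13453, a processed pseudogene on chromosome 2 (40127504 to 40127860) whose reads can belong to a near-identical copy, rose by 2.42 on the log2 scale (limma adjusted p 0.00168), from 33.4 ± 13.1 to 175 ± 18 (SD, n = 5). Its count in knockout was 135 ± 71.2 (SD, n = 5), with samples at 33 to 227, so higher counts were not confined to D489V. Apold1 rose by 1.37 (limma adjusted p 0.0243) and Ankrd1 by 0.74 (limma adjusted p 0.0408). Mki67, Ccna2 and Gadd45gip1 had log2 changes of -1.61, -1.50 and -0.64, with limma adjusted p of 0.0485, 0.0408 and 0.0408. Without D489V replicate 3 the number rose to 28, and without control replicate 2 it dropped to 2. A different division of the same 10 samples, which crossed both groups, gave 4368 genes.

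By camera, 14 of 29 lists passed in knockout against control, 3 higher and 11 lower, and 15 of 29 passed in D489V against control, 11 higher and 4 lower. With the correlation estimated from the data, 0 and 1 lists passed. With fry, 1 and 3 passed. At least as many lists passed by camera in 26 and 22 of 100 divisions of the samples, the real ones included, so the numbers of camera calls were not beyond chance. The list that passed by fry in knockout was the mural cell list, which was lower (fry adjusted p 0.0244), with 16 of its 18 genes, which do not include Pdgfrb, lower. In D489V the cell cycle list was lower (fry adjusted p 0.00711), and the immediate early and erythrocyte lists were higher (fry adjusted p 1.43e-04 and 0.00649). Of 33 cell cycle genes, 2 were called over all genes tested and 21 when adjusted over the list alone. Of 24 immediate early genes these counts were 0 and 16, and of 9 erythrocyte genes 0 and 7. In the exact permutation test of each list's score, the smallest p of 0.0079 was reached by these 3 lists, but it came to 0.0767 once adjusted over the 29 lists. The mural cell list in knockout reached it too, and came to 0.23 once adjusted. With so few lists at the smallest p, these adjusted values could not pass, so they do not argue against the lists. Under the 25 alternatives, the mural cell list in knockout passed by fry in 18, the immediate early list in D489V in 25, and the cell cycle and erythrocyte lists in D489V in 24 each. The immediate early and erythrocyte scores were also higher in controls 1 and 2 than in controls 3 to 5, although every D489V sample lay above every control. No list was refitted with this difference among the controls as a term.

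The log2 changes of both mutant groups against the shared controls had a Spearman correlation of -0.144 across 15018 genes, which are not independent replicates. Unchanged groups compared with these controls gave a median of 0.519 (central 95% of the simulations 0.05 to 0.85), and 2 of 1000 simulations lay at or below the observed value. Without control replicate 4 the correlation was 0.017, inside the simulated range. There were 0 genes past the threshold in both comparisons, and 222 with an unadjusted p under 0.05 in both, of which 94 went in opposite directions.

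In the direct comparison of knockout against D489V, added after the values were seen, 3181 of 15299 genes passed the threshold, 1599 higher and 1582 lower in knockout. Of these genes, 93.7% also went the same way in controls 3 to 5 against controls 1 and 2, although no control sample was part of the comparison, so the count was not separated from variation among samples of one genotype. Over the 10 divisions of the controls into 2 and 3 samples this share ran from 9.4% to 93.7%. The control mean lay between both group means for 2964 of the genes. The genes with the greatest differences also varied among controls. AI506816 (chromosome 5, 23698296 to 23712667) was 4.04 higher in knockout on the log2 scale, and its normalized counts in controls 1 to 5 were 109, 92, 2461, 2831 and 874. Ifi202b (chromosome 1, 173962568 to 173982744) had a log2 difference of -4.97, with control counts of 253, 186, 11, 0 and 278. Pttg1, with a log2 difference of -3.84, also varied among controls in the same direction, at 1294, 1083, 576, 538 and 585, but its knockout values of 43 to 102 lay below all of these. The other genes meeting the naming rule were Gm10020, Gm6123, Nt5c1a and Gm12663, higher in knockout by 5.294, 4.608, 2.496 and 2.456 on the log2 scale, and Hist1h2al, Aspg and Gm5182, with log2 differences of -4.70, -4.04 and -3.58. Of these 7, Gm10020, Gm6123, Gm12663, Hist1h2al and Gm5182 are annotated as processed pseudogenes, whose reads can belong to near-identical copies. By camera 10 of 29 lists passed, a number reached in 72 of 100 divisions of the samples, the real one included. By fry 6 passed, all lower in knockout: immediate early, adipocyte, endothelial, mural cell, erythrocyte and growth factor signal feedback. In the exact permutation test of each list's score, 6 passed, each at the smallest possible p of 0.0079. It came to 0.0384 once adjusted because 6 lists reached it. The 6 lists were Schwann and nerve and the fry lists other than adipocyte, which came to 0.0658.

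**Figure D2:**
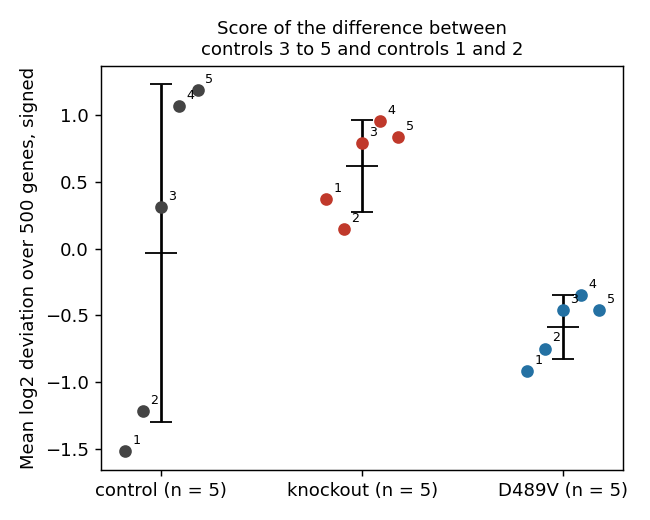
Mean signed log2 deviation over the 500 genes that differed most between controls 3 to 5 and controls 1 and 2 (vertical axis) in each sample, with replicate numbers beside the points and bars for the mean and SD of 5 samples. The genes were chosen on the controls, whose own spread is therefore set by the choice, while the knockout samples lie at 0.15 to 0.96 and the D489V samples at -0.92 to -0.35.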

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

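The outlier test compared the highest or lowest of 5 samples with the nearest other sample, and any gap above 0.71 of the group's range was taken as far. Of 129 groups of values tested, 9 were far, against 6.4 by chance, so the number of them is close to what chance gives. Leaving out knockout replicate 3 as a test of a mixed sample was chosen after its values were seen.

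D489V replicate 3 was far from its group in 3 measures. Its adipocyte list score was -0.28 against 0.99 to 1.29 in the other D489V samples (gap 0.809 of the range), its Schwann and nerve score was 1.66 against 0.04 to 0.33 (0.821), and its log2 Ccn1 was 11.61 against 11.17 to 11.27 (0.764). These samples may hold different amounts of fat and nerve taken with the muscle. With the adipocyte score as a covariate, 721 genes passed in knockout against D489V. However, 96 of 100 scores, 99 of them shuffled within the groups, left as few or fewer. The shuffled scores left a median of 5 genes (2 to 2173), so the real score kept more than most of them. The loss can thus follow from the overlap of score and group alone, and a share of fat cannot be told apart from the groups. A biological difference was not tested for one sample.

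Among single genes, AI506816 was far in knockout replicate 3 (log2 value 10.46 against 11.33 to 11.47, gap 0.863) and in D489V replicate 4 (8.42 against 6.7 to 6.97, gap 0.846). Nt5c1a was far in knockout replicate 1 (7.16 against 7.69 to 7.87, gap 0.741), as was Mki67 (5.49 against 7.28 to 7.95, gap 0.726). Control replicate 1 was far in Ankrd1 (8.04 against 8.39 to 8.49, gap 0.778) and in the mural cell score (0.2 against -0.02 to 0.03, gap 0.773). No biological explanation was tested for these single samples. A mixed or mislabelled knockout replicate 3 was considered as a source of the direct comparison, but 2276 genes passed without it. Leaving out another knockout replicate gave 2139 to 2825 genes, so the lower count does not single out replicate 3.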

How the results depend on the processing

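In knockout against control, 3 genes passed with upper-quartile rescaling and with quantile normalization; chosen after seeing the data, the slow fibre score as a covariate gave 16 and the posterior Hox score 2. Leaving out one replicate gave 1 to 7 genes, the 7 without knockout replicate 2. In D489V against control, 19 genes passed with pseudocount 5, 4 with a mean value of 50 or more, 23 with upper-quartile rescaling, 16 with quantile normalization, 21 with robust eBayes and 86 with array weights. Chosen after seeing the data, the slow fibre score gave 112, the adipocyte score 3, removal of GC content and length trends 14 and the posterior Hox score 150. Leaving out one replicate gave 2 to 28. The share of higher genes was 44.4% as reported. It ran from 42.9% with GC content and length trends removed to 85.7% (6 of 7 genes) without control replicate 5. It was 75% (3 of 4 genes) with the mean filter and 73.3% (110 of 150 genes) with the posterior Hox score. In knockout against D489V the adipocyte score gave 721 genes, 63.1% higher against 50.3% as reported, and leaving out one replicate gave 1415 (without D489V replicate 1) to 3697. The cause of these shifts was not tested, except for the adipocyte score in knockout against D489V. There, 96 of 100 scores, 99 of them shuffled within the groups, left as few genes or fewer.

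Pdgfrb kept its direction in every alternative run. Its adjusted p ranged from 0.154 to 0.592 in knockout against control and from 0.00116 to 0.0353 in D489V against control. The log2 change ranged over the fits without one replicate from -0.53 to -0.34 in knockout and from -1.02 to -0.93 in D489V. In knockout against D489V it was 0.43 to 0.62 over those fits, and it was no longer past the threshold without D489V replicates 1 or 2 or knockout replicate 1, nor with the adipocyte score (0.51, adjusted p 0.252), over a range of adjusted p from 0.00595 to 0.252.

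The number of lists by camera was 0, 1 and 1 with an estimated correlation and 1, 3 and 6 with fry, in knockout against control, D489V against control and knockout against D489V. Without a variance trend it was 11, 13 and 10. Leaving out one replicate gave 12 to 16, 10 to 17 and 10 to 12. The correlation of the mutant changes was 0.164 with no filter on low values, where it changed sign and lay inside the simulated range (0.122 to 0.829). It was -0.247 with a mean value of 50 or more and -0.05 by Pearson, both below their simulated ranges. Across the 15 fits without one sample it was -0.231 to 0.017. It was 0 without control replicate 3, 0.017 without control replicate 4 and -0.031 without control replicate 5, each inside the simulated range.

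With the replicate number as a block, 1, 7 and 2208 genes and 14, 14 and 11 lists passed, the correlation was -0.144, and Pdgfrb changed by -0.45, -0.96 and 0.51, the last no longer past the threshold (adjusted p 0.0643). Same-numbered samples deviated with correlations of -0.23 to 0.25, -0.37 to 0.35 and -0.1 to 0.1, so the numbers do not pair the samples. Of the 7 genes in D489V against control with the block, 2 were among the 9 as reported, and Apold1, Ankrd1, Mki67, Ccna2 and Gadd45gip1 all lost the threshold (adjusted p 0.0733 to 0.106). Of 600 values for 24 single genes, 536 kept direction and side of the threshold, 64 were weaker and 0 reversed. Of the 64, 57 belonged to Apold1, Ankrd1, Mki67, Ccna2 and Gadd45gip1 in D489V against control, which lost the threshold in 57 of 125 values. The planned edgeR and DESeq2 alternatives were not run, because whole reads could not be recovered.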

Other observations

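The tests of the D489V split, Hox, sex, lymphoid, mural, cell cycle, strain and chromosome 11 patterns were chosen after the results were seen, as was the axis among the controls, although the share of the direct comparison's genes along it had not been computed.

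Divisions of the samples that ignore the labels were set beside the real ones, 100 of the 126 for each comparison. At least as many genes as in the real division came in 8 of 100 for knockout against control, the real one included. With it included, the count was 2 of 100 for D489V against control. For knockout against D489V it was 1 of 100, the real one alone. For lists by camera these counts were 26, 22 and 72 of 100. In the D489V comparison, the division that gave 4368 genes put controls 1 and 2 with D489V 1 to 3. With it as a term, 40 genes passed by group, including all 9, so this division adds spread but is not the source of the D489V calls. In the knockout comparison, 278 genes parted controls 1 to 3 and knockout 1 and 2 from the other samples.

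A candidate explanation for the 3181 genes of the direct comparison is an unlabelled difference that also runs through the controls, since 93.7% of them went the same way in controls 3 to 5 against controls 1 and 2. This was the highest of the 10 divisions of the controls into 2 and 3, which ranged from 9.4% upwards, and 10 divisions cannot give a share under 0.1. Other divisions of the knockout and D489V samples gave at most 50 genes, so the difference does follow the labelled groups, and opposite changes from control in both mutants stay open as well. GC content and transcript length are argued against as its source: with these trends removed, 3167 genes passed and 92% still went the same way. Lymph node tissue and slow fibre share are not the whole source, since 2192 and 3612 genes passed with those scores as covariates. A strain difference stays open. It was examined in the 65 called genes with a difference over 2 on the log2 scale and a mean of 50 or more. Of these, 38.5% parted controls 1 and 2 from controls 3 and 4, and 4 had all controls on the same side. The genes were chosen for their difference and no sequence was compared. Litter, dissection and processing order may also contribute and cannot be told apart from the alleles here.

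The samples may come from different positions along the limb. Of 13 Hox genes of groups 8 to 13, 8 did not overlap between the sides of the knockout and control division, 6 higher and 2 lower. Hoxd9 held 577 to 707 normalized counts in controls 4 and 5 and knockout 3 to 5 and 672 in D489V 3, against 153 to 294 in the other 9 samples. Such genes had drawn attention to the division, so position cannot be told apart from other differences between these samples. B cell, T cell and venule genes had the same 4 highest samples in 3 of 3 sets (control 5 and knockout 3 to 5), with Glycam1 at 257, 482, 481 and 174 normalized counts against at most 33 elsewhere, consistent with lymph node tissue in those pieces. In the venule set, Ccl21a was listed at 0 in all samples and Chst4 reached at most 12, so the set rested mainly on Glycam1. Madcam1 did not part knockout 3, at 3, from D489V 1, 2 and 5, at 4, 4 and 6.

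Knockout replicate 3, labelled male, may hold RNA of a female with a smaller share of male RNA. Its 4 Y-linked genes were at 15.4% to 19.8% of the median of the other samples, within 1.29 times of each other, and 4 of 4 lay below every other sample, which argues against a male sample with raised Xist alone. All 4 X-linked genes that escape inactivation lay above every other sample.

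Fewer mural cells could not account for the lower Pdgfrb in D489V, where the other 18 mural genes had a median log2 change of 0.07. In knockout they had a median of -0.29 against -0.45 for Pdgfrb, so loss of mural cells and loss of the gene cannot be told apart, since both lower the total. An exchange of the knockout and D489V labels may also be considered, as Pdgfrb differed by 0.51 on the log2 scale; gene totals alone leave this open. The lower cell cycle list in D489V is not from lymphocytes in the controls, with a fry adjusted p of 0.00817 after the lymphocyte score was a covariate. The negative relation of both mutants' changes was reached by 2 of 1000 simulations, but chance stays open. The correlation lay inside the simulated range without control 3, 4 or 5 (0, 0.017 and -0.031) and with no filter on low values (0.164). It lay outside without control 1 or 2 (-0.153 and -0.125). A linked stretch of another strain's genome around Pttg1 was not shown: 5 genes under a p of 0.001 within 20 Mb on chromosome 11 gave a permutation p of 0.221.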
